A study of Mus musculus with 10 samples.

How the data were processed

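Mouse embryonic stem cells of the KH2 line, which carries a site for a single doxycycline-inducible transgene, expressed HA-tagged SETα or SETβ, the protein isoforms of the histone-binding factor SET. Per the labels, the transgene was expressed either in cells without endogenous SET (SET KO, here called addback) or in cells that kept it (SET wild type, here called overexpression). Cells received 1 µg/ml doxycycline for 24 h and were crosslinked with DSG, a protein-to-protein crosslinker, before formaldehyde, and chromatin was precipitated with an HA antibody. The series held 10 samples. Each group is a cell line of its own per the labels, so the line and the group cannot be told apart. Peak lists of 8 libraries were analysed, 2 replicates in each of 4 groups. The 2 SET KO samples without doxycycline were not analysed here, so no background measured in untagged cells stands beside any value.

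The authors called peaks in each library separately, and the deposited lists follow the 10-column layout of narrow peak files without a header. In each list the score is the authors' value, proportional to the −log10 p of the peak in the deposited files. The deposited fold enrichment is a linear ratio of the peak's signal to the local background as the authors' peak caller estimated it. The deposited −log10 p and −log10 q are also the peak caller's own values, and the highest p in any library list was 0.005. A further list per group held peaks that passed the authors' comparison of both replicates by irreproducible discovery rate (IDR), a measure of how well 2 replicates rank the same peak. In these 4 deposited lists the score is a scaled IDR, the −log10 p of a merged peak is the smaller of the replicates' values, and the highest IDR was 0.05. The aligner, the peak caller, their versions, the control library and any list of excluded regions were not stated in the labels. A peak's score, fold and −log10 p are the authors' values, and were used here to describe, rank or filter peaks within their own list.

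The genome build was not stated either. Positions were therefore set against the genes of a RefSeq table of assembly GRCm38.p6. On 18 of 19 chromosomes the strongest addback summits lay within 1 kb of a gene end more often at their listed positions than after any of 6 shifts of 20 to 1000 kb in either direction. Over all chromosomes the shares were 68.0% at the listed positions and 12.7% after shifts of 20 kb. Positions are given as in the deposited lists, counted from 1, and genes are named from that table. Chromosomes 8 and 11 were not analysed here. Mitochondrial peaks, of which 3 were listed in SETβ addback replicate 2, were left out.

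The gene table gives no strand and no genome sequence was used. The planned share of peaks at transcription starts was therefore replaced by the share of summits within 1 kb of either end of a gene, over 49939 genes of which 21883 were protein-coding. The planned comparison of GC content at summits was not run, and gene lists were compared with random protein-coding genes without matching on CpG content. Both replacements were chosen after the data were seen.

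Libraries differed widely in the number of peaks, so overlaps between libraries used the strongest 1343 peaks of each, the number in the smallest library (1240 without chromosome 6), ranked by −log10 p and then by fold. Overlap meant at least 1 shared bp, and the value for a pair of libraries was the mean of both directions. Isoforms were compared by an exact two-sided permutation test that moved isoform labels within each background, and backgrounds by moving background labels within each isoform. Each test had 36 arrangements and a smallest possible p of 0.0556, so a p under 0.05 could not be reached, and effects were set against the spread between replicates. Numbers of peaks were compared on the log2 scale. Overlap between IDR lists was set against 10000 random placements of the shorter list within its chromosomes (one-sided permutation test, smallest possible p 0.0001). Those lists combine the replicates, so their overlaps carry no replicate error. Shares have Wilson 95% intervals, which cover counting error only. Gene lists of pluripotency genes, developmental regulators and housekeeping genes, 30 each, were tested for a peak overlapping the 1 kb on either side of a gene end against 10000 random draws, with Benjamini-Hochberg adjustment over 12 tests. The overlap code was tested on simulated lists of the sizes of the SETα and SETβ addback IDR lists, where 200 of 200 planted overlaps were found and 0 of 100 random pairs of lists had a p under 0.05. The simulated peaks were placed uniformly, without gathering at gene ends, and overlapped rarely by chance. The result for random pairs could therefore hardly differ and says little about the p-values of real lists.

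Read totals were not used here. The depth was instead read from the spacing of the fold values, because values of peaks over the same background differ by whole reads. The inverse of that spacing is the number of reads behind 1 unit of fold, and it grows with depth and with the fragment length the peak caller used. The fragment length was not measured here, so the value is no direct measure of depth. Between 34.2% and 64.7% of an addback library's peaks and between 12.8% and 32.3% of an overexpression library's peaks lay on its common spacing. After the fold values were moved by small random amounts, at most 1.03% did. Those moves far exceeded the tolerance for lying on the spacing, so the drop was fixed in advance. It does not show that the spacing stands for 1 read.

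Named peaks were the top 3 of each IDR list by score, then −log10 p, then position, and the 3 peaks found in most IDR lists with the best mean rank. The Set gene, the Col1a1 locus that holds the transgene in KH2 cells and Gt(ROSA)26Sor were named whatever their values, and Col1a1, on chromosome 11, was not analysed here. Each peak carries the name of the gene with the nearest end. The groups, tests, gene lists, naming rule and first set of alternatives were fixed before the data were examined. Alternatives covered a stricter threshold of −log10 q of at least 5, other definitions of overlap, other numbers of peaks and rankings, other windows around genes, leaving out each library, and pairing by replicate number. Leaving out chromosome 6, and the stricter threshold for the share near a gene end, were added after the data were seen. So were the other settings for comparing replicates with isoforms within a background. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.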

Results

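To compare where the isoforms of SET are found on chromatin, HA-tagged SETα or SETβ was precipitated from mouse embryonic stem cells with or without endogenous SET, and peaks were called in each of 8 libraries. SETα addback libraries held 22176 and 15701 peaks, with a mean of 18939 ± 4579 (SD, n = 2). SETβ addback libraries held 2518 and 9768 peaks (6143 ± 5127, SD, n = 2). SETα overexpression gave 4807 and 7675 peaks (6241 ± 2028, SD, n = 2), and SETβ overexpression gave 1343 and 2869 (2106 ± 1079, SD, n = 2). Median peak widths lay between 250 and 291 bp, and median fold enrichments between 2.73 and 3.57.

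A q of at most 0.05 was reached by 10439 and 9339 peaks of the SETα addback libraries and by 1194 and 2423 peaks of the SETβ addback libraries. In the overexpression libraries, 399 and 1558 peaks with SETα and 142 and 365 with SETβ reached it. The share of a list was between 24.8% and 59.5% in the addback libraries and between 8.30% and 20.3% in the overexpression libraries. The spacing of fold values gave 4.02 and 3.08 reads per unit of fold in the SETα addback libraries and 5.71 and 4.12 in the SETβ addback libraries. It gave 13.5 and 9.37 in the SETα overexpression libraries and 15.6 and 11.6 in the SETβ overexpression libraries. Every overexpression library thus had more reads per unit of fold than every addback library, a value that grows with both depth and fragment length.

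The first comparison asked whether the isoforms differ in how many peaks they give. SETα libraries exceeded SETβ libraries by 1.77 on the log2 scale, averaged over both backgrounds, with a spread between replicates of 0.85 (exact permutation test, p = 0.0556, the smallest possible). In each background both SETα libraries held more peaks than both SETβ libraries. Leaving out chromosome 6 lowered the difference to 1.02 (exact permutation test, p = 0.167). In SET wild type the libraries then held 1421 and 2774 peaks with SETα and 1240 and 2605 with SETβ, which overlapped, and the difference there fell from 1.63 to 0.14. In SET KO it was 1.91 with chromosome 6 and 1.89 without it. Leaving out SETβ addback replicate 1, with 2518 peaks against 9768 in replicate 2, lowered the difference over both backgrounds to 1.28. The difference over both backgrounds moved most, to 0.82, with only peaks of −log10 q of at least 5 (exact permutation test, p = 0.111), and the libraries then held 1064 and 1020 peaks with SETα against 518 and 498 with SETβ in SET KO. At that threshold SETα overexpression had 39 and 98 peaks and SETβ overexpression 27 and 62, which overlapped.

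Addback libraries held more peaks than overexpression libraries by 1.48 on the log2 scale (exact permutation test, p = 0.111). The numbers overlapped, since 2518 peaks in SETβ addback replicate 1 were fewer than 2869 in SETβ overexpression replicate 2. At a −log10 q of at least 5 the difference was 3.85 (exact permutation test, p = 0.0556, the smallest possible). The lowest addback library, with 498 peaks, then lay above the highest overexpression library, with 98. Without chromosome 6, and without the stricter threshold, the difference was 2.24 (exact permutation test, p = 0.111).

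Summits of the strongest 1343 peaks were then placed against gene ends. In SETα addback, 70.1% ± 1.47 (SD, n = 2) of summits lay within 1 kb of a gene end, and in SETβ addback 65.9% ± 2.47 (SD, n = 2). SETα overexpression had 15.2% ± 0.74 (SD, n = 2) and SETβ overexpression 10.5% ± 3.63 (SD, n = 2). The same peaks moved by 20 kb reached 12.5% to 13.0% in the addback libraries and 5.81% to 9.12% in the overexpression libraries. SET KO exceeded SET wild type by 55.1 percentage points, against a spread between replicates of 2.35 (exact permutation test, p = 0.0556, the smallest possible). The difference was lowest, at 34.4 points, when all peaks of each library were counted.

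**Figure D1:**
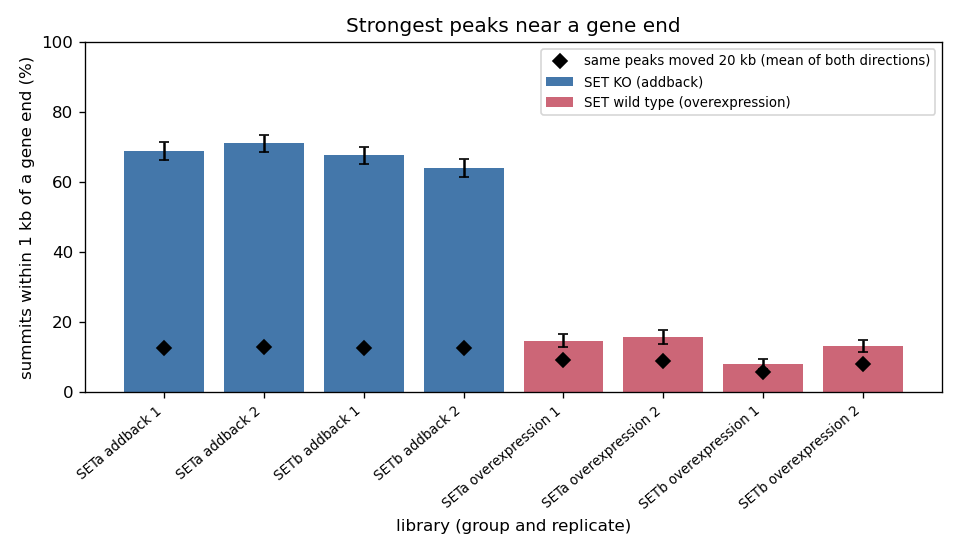
Share of summits within 1 kb of a gene end (vertical axis, percent) among the strongest 1343 peaks of each library (horizontal axis, group and replicate number), with Wilson 95% intervals as error bars. Blue bars are addback and red bars overexpression libraries, and diamonds give the same peaks moved by 20 kb. The addback libraries lie between 64.2% and 71.1%, and the overexpression libraries between 7.97% and 15.7%.

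Between isoforms, SETα exceeded SETβ by 4.39 percentage points in this share (exact permutation test, p = 0.0556, the smallest possible). The difference was 4.13 points in SET KO and 4.65 points in SET wild type. Its size depended on the setting. It was 7.24 points with a window of 2.5 kb and 4.65 with peaks ranked by fold (exact permutation test, p = 0.0556 for each, the smallest possible). With protein-coding genes alone it was 0.80 points, with a window of 250 bp 1.32, with the strongest 500 peaks 1.25, without chromosome 6 it was 1.43, and over all peaks it reversed to −2.96 points (exact permutation test, p = 0.778). It also reversed, to −3.85 points (exact permutation test, p = 0.278), with only peaks of −log10 q of at least 5. In SET KO the SETα libraries then had 72.3% and 72.2% of summits near a gene end and the SETβ libraries 81.9% and 82.3%, from lists of different length.

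Replicates set the reference for overlaps between libraries. The strongest peaks of both replicates overlapped by 46.7% in SETα addback, 49.3% in SETβ addback, 39.1% in SETα overexpression and 41.8% in SETβ overexpression. In addback these values depended on how many peaks were compared. Among the strongest 500 peaks the overlap was 74.1% in SETα addback and 84.1% in SETβ addback, against 41.5% in SETα overexpression and 41.7% in SETβ overexpression.

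In SET KO, libraries of different isoforms overlapped by 45.2% on average, from 41.8% to 49.1% over 4 pairs, against a mean of 48.0% for replicates. The difference of 2.83 percentage points was smaller than the range of the pairs. With a required overlap of at least 50% of both peaks it was 6.66 points, and the isoform pairs, from 35.4% to 38.9%, then lay below the replicate pairs, at 42.6% and 44.9%. In SET wild type, libraries of different isoforms overlapped by 18.2%, from 17.2% to 18.8%, against 40.4% for replicates, a difference of 22.2 points. That difference was 5.27 points without chromosome 6, where the overlap of different isoforms was 32.7% and that of replicates 37.9%. The SETα replicates, at 33.9%, then lay within the range of the isoform pairs, 30.1% to 34.9%. The SETβ replicates, at 42.0%, lay above it. Over all 8 libraries, the mean overlap of 12 same-isoform pairs minus that of 16 different-isoform pairs was −0.080 points, above the mean of −5.39 over all arrangements of the labels (exact permutation test, p = 0.0556, the smallest possible). Without chromosome 6 the value was −4.78 against a mean of −6.17 (exact permutation test, p = 0.111). Other settings also left the value above its mean. The exact permutation p was 0.111 with 50% overlap and with ranking by fold, and 0.222 with all peaks. It stayed at 0.0556 with summits within 250 bp and with the strongest 500 peaks.

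**Figure D2:**
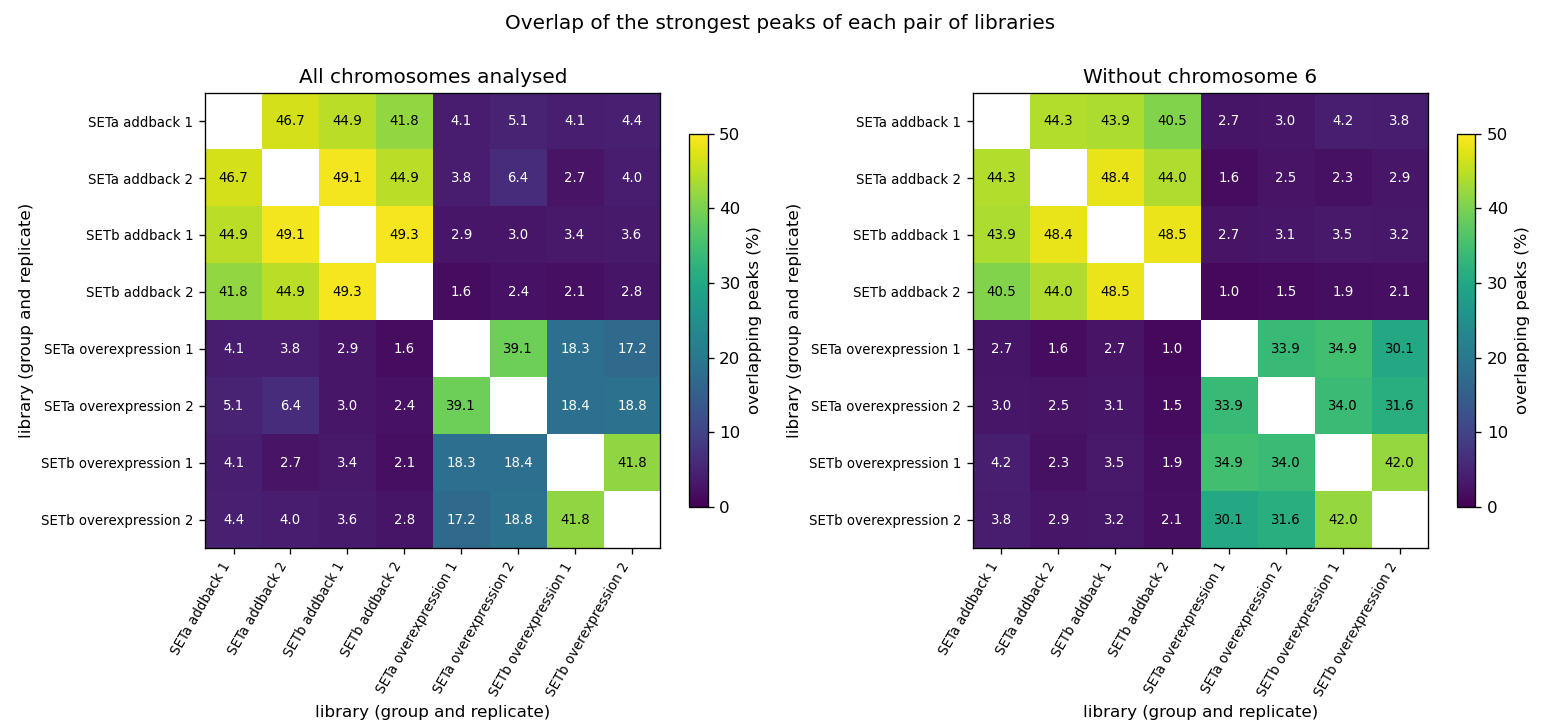
Overlap of the strongest peaks (colour and printed values, percent, mean of both directions) for each pair of libraries, with group and replicate number on both axes, over all analysed chromosomes (left) and without chromosome 6 (right). Different isoforms overlap by 17.2% to 18.8% in the overexpression libraries at left and by 30.1% to 34.9% at right. Pairs from different backgrounds stay at or under 6.40% in both panels.

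Libraries of the same background overlapped far more than libraries of different backgrounds. The mean was 35.9% within a background and 3.52% between backgrounds, where the highest pair reached 6.40%. The difference was 32.3 percentage points (exact permutation test, p = 0.0556, the smallest possible). It ranged from 23.8 points with all peaks to 51.7 points with the strongest 500. Between backgrounds, pairs of the same isoform overlapped by 3.90% and pairs of different isoforms by 3.15%, and without chromosome 6 the order reversed, with 2.58% and 2.69%.

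Most peaks of the SETα overexpression libraries lay on chromosome 6. The shares were 70.4% and 63.9% of all peaks, against 7.67% and 9.20% with SETβ overexpression, 7.39% and 9.02% with SETα addback and 7.82% and 5.97% with SETβ addback. In both SETα overexpression libraries these peaks filled an unbroken segment from 118 to 136 Mb, which held 3337 and 4777 peaks. In SETβ overexpression the segment held 49 and 125 peaks.

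**Figure D3:**
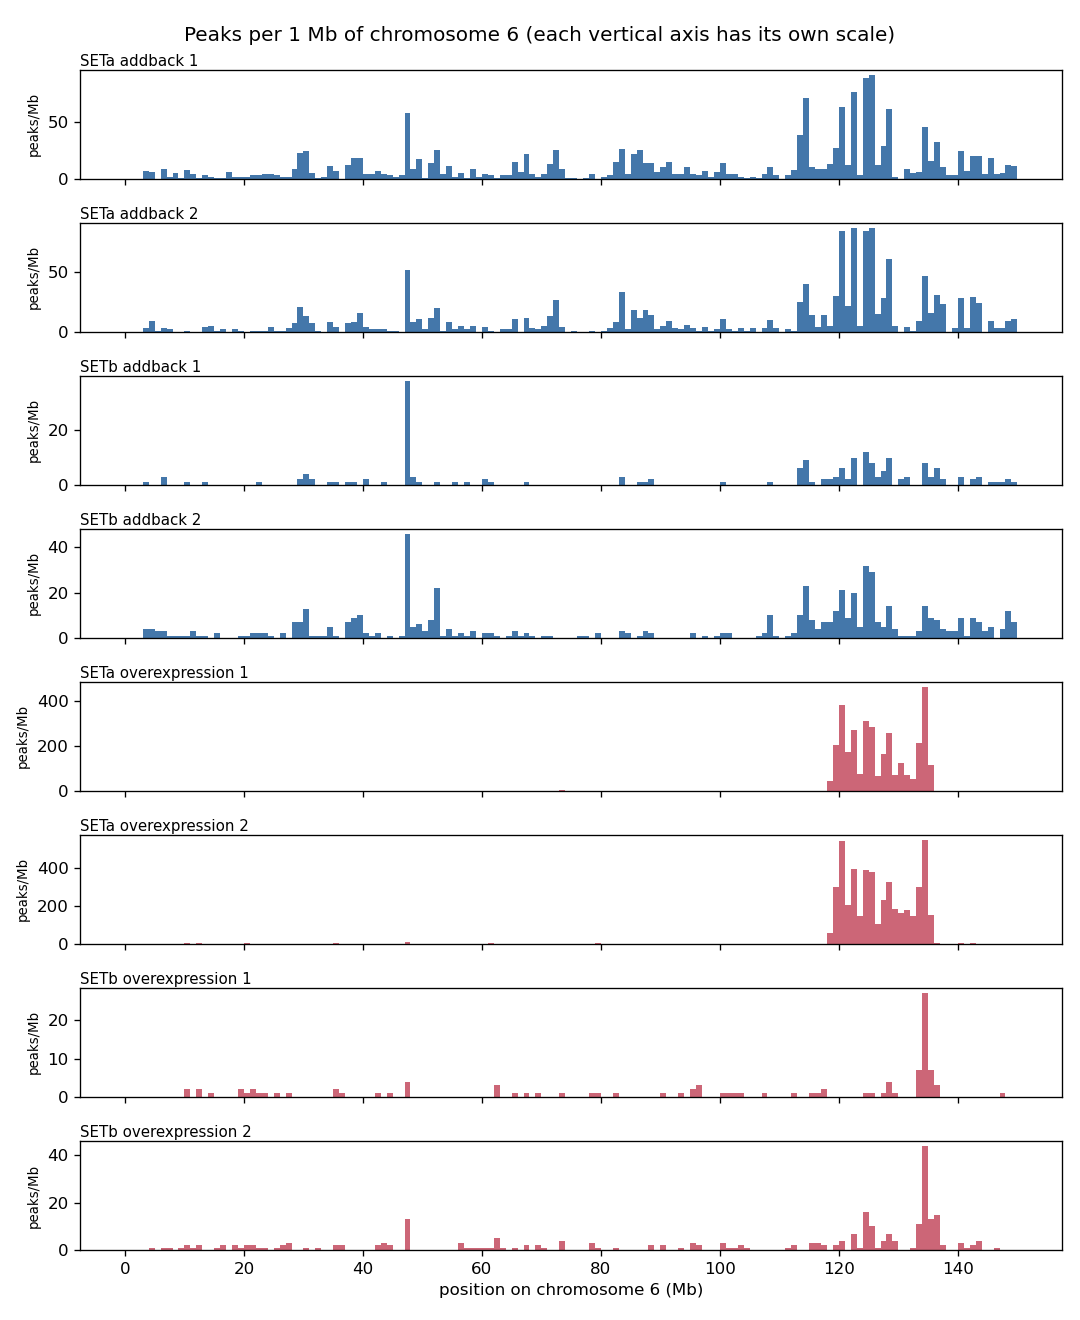
Peaks per 1 Mb (vertical axis, own scale in each panel) along chromosome 6 (horizontal axis, Mb) in each library, with addback in blue and overexpression in red. The SETα overexpression libraries hold 46 to 551 peaks in every 1 Mb bin between 118 and 136 Mb and at most 3 in the bins on either side of that segment.

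The IDR lists combine the replicates of a group. They held 530 peaks for SETα addback, 485 for SETβ addback, 127 for SETα overexpression and 101 for SETβ overexpression. Summits within 1 kb of a gene end made up 80.8% (Wilson 95% interval 77.2% to 83.9%) and 83.7% (80.2% to 86.7%) of the addback lists. In the overexpression lists the shares were 12.6% (7.91% to 19.5%) with SETα and 4.95% (2.13% to 11.1%) with SETβ. Chromosomes X and Y held 3.40% and 5.36% of the addback lists, and 33.9% and 43.6% of the overexpression lists. Over all peaks of each library they held 3.90% to 6.99% in addback. SETα overexpression, with 6.10% and 5.77%, lay within that range, and SETβ overexpression, with 17.2% and 10.9%, above it.

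In SET KO, 389 of the 485 SETβ peaks overlapped a SETα peak, or 80.2% (Wilson 95% interval 76.4% to 83.5%), where random placement gave 0.038% (permutation test, p = 0.0001, the smallest possible). In the other direction 387 of 530 SETα peaks, 73.0%, overlapped a SETβ peak. The 387 peaks had similar ranks in both lists (Spearman's rho across peaks 0.829, permutation test, p = 0.0001, the smallest possible), although peaks are not independent replicates. In SET wild type, 58 of 101 SETβ peaks overlapped a SETα peak, 57.4% (47.7% to 66.6%), and 51 of 127 SETα peaks, 40.2%, overlapped a SETβ peak. Random placement gave 0.020% (permutation test, p = 0.0001, the smallest possible). Drawing from the merged peaks of all 8 libraries raised the chance value to 1.08% in SET KO and 0.26% in SET wild type and left both p-values as they were.

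Few IDR peaks were shared between backgrounds. For SETα, 6 of 127 overexpression peaks overlapped an addback peak, 4.72% (2.18% to 9.92%), and for SETβ 7 of 101, 6.93% (3.40% to 13.6%). Random placement gave 0.052% and 0.023% (permutation test, p = 0.0001 for each, the smallest possible). Positions near Erdr1, Gm33272 and Mid1-ps1 on X and Y, described below, held a peak in all 4 IDR lists. The Erdr1 and Gm33272 peaks were 13147 and 12015 bp wide. These positions were not left out, so the p-values do not stand for the other shared peaks alone. Drawing from the merged peaks raised the chance values to 1.09% (permutation test, p = 0.0029) and 1.00% (permutation test, p = 0.0004). With lists widened by 1 kb on each side, 9 of 127 SETα peaks, 7.09%, and 16 of 101 SETβ peaks, 15.8%, were shared. With a required overlap of at least 50% of both peaks, 1 SETα peak met the rule, 0.79% (permutation test, p = 0.013), and 1 SETβ peak, 0.99% (permutation test, p = 0.0049).

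Absence from an IDR list was then compared with absence from the libraries behind it. Of 143 SETα addback IDR peaks without a SETβ counterpart, 109, or 76.2% (Wilson 95% interval 68.6% to 82.5%), overlapped a peak of at least 1 SETβ addback library. All 96 SETβ addback IDR peaks without a SETα counterpart overlapped a SETα addback peak (96.2% to 100%). The libraries searched differed in length, with 22176 and 15701 peaks in SETα addback against 2518 and 9768 in SETβ addback. In both backgrounds the SETα lists were longer, and a longer list is met more often. The shares of SETα-only and SETβ-only peaks are therefore not directly comparable. With library peaks of −log10 q of at least 5 alone, the shares were 23.8% and 70.8%. The isoform-only peaks ranked lower within their own lists, with a median rank of 430 against 199 for shared peaks with SETα and 396.5 against 205 with SETβ. In SET wild type, 40 of 76 SETα-only peaks, 52.6% (41.6% to 63.5%), and 37 of 43 SETβ-only peaks, 86.0% (72.7% to 93.4%), overlapped a library peak of the other isoform. Of the 76 SETα-only peaks there, 36 lay on chromosome 6.

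The top SETα addback IDR peak spanned 774 bp on chromosome 3 from 51483653 to 51484426, with a −log10 p of 108.3 and a summit inside Rab33b, 104 bp from an end of the gene. It was followed by a peak on chromosome 4 from 11321653 to 11322630, 70 bp outside Dpy19l4, and a peak on chromosome 6 from 118418999 to 118420248 inside Bms1. The Bms1 peak lies in the chromosome 6 segment described above. The SETβ addback list was led by a peak on chromosome 4 from 138304417 to 138305137 in Ddost, with a −log10 p of 145.1 and its summit 24 bp from an end of the gene. A peak on chromosome 17 from 24073172 to 24073860, 49 bp outside Kctd5, came next. The third, on chromosome 19 from 3282589 to 3283373, had its summit inside Ighmbp2 and 15 bp from an end of Mrpl21. Each of these 6 peaks was in both addback IDR lists and in all 4 addback libraries at a −log10 q of at least 5. The Bms1 peak was also listed in 2 overexpression libraries, and the other 5 in none.

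The overexpression IDR lists were led by the same pair of positions. With SETα these were peaks on chromosome 10 from 3111237 to 3115413, 4177 bp wide, and from 3115961 to 3117252, with −log10 p of 55.9 and 54.7. The nearest gene to both is the pseudogene Gm3318, and neither summit lay inside a gene. With SETβ they spanned 3111239 to 3115410 and 3115968 to 3117249. The third SETα peak lay on the X chromosome from 126695379 to 126695817, 78318 bp from the pseudogene Gm7746, and the third SETβ peak from 126777703 to 126778123, 34607 bp from 4932411N23Rik. All 4 overexpression libraries listed each of these peaks at a −log10 q of at least 5. The peak near 4932411N23Rik was also listed in 1 addback library, and the others in none.

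The 3 peaks chosen for presence in most IDR lists were in all 4 lists and all 8 libraries. The first lay on the X chromosome from 170008340 to 170021486, 13147 bp wide and 554 bp from the transcribed pseudogene Erdr1. The others lay on the Y chromosome, from 90783136 to 90795150 with Gm33272, a long noncoding RNA, as the nearest gene, and from 90775353 to 90776619 with the pseudogene Mid1-ps1 as the nearest. At a −log10 q of at least 5 the Mid1-ps1 peak remained in 4 libraries.

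Peaks in Set or within 1 kb of it were listed in both SETα addback libraries, at ranks 2885 and 3752 of their lists, and in no other library. Peaks at Gt(ROSA)26Sor were listed in both SETα addback libraries and in SETβ addback replicate 1, at ranks 1990, 2317 and 1682. Neither gene had a peak with a −log10 q of at least 5 or an IDR peak.

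Gene lists fixed in advance were tested for IDR peaks at their gene ends. Of 27 housekeeping genes on the analysed chromosomes, 4 had a SETα addback peak, 14.8% against 2.77% of 19232 protein-coding genes (permutation test, adjusted p = 0.041). The genes were Eif4a2, Gapdh, Snrpd3 and Tbp. Likewise 4 of 27 had a SETβ addback peak, against 2.62% of all genes (permutation test, adjusted p = 0.041), with Rps18 in place of Gapdh. With a window of 2.5 kb the same numbers gave an adjusted p of 0.058 in both permutation tests. None of 27 pluripotency genes or 26 developmental regulators had an addback IDR peak. With peaks found in both SETα addback libraries in place of IDR peaks, 8 of 27 and 8 of 26 had a peak, 29.6% and 30.8% against 16.8% of all genes (permutation tests, adjusted p = 0.12 and 0.11). In SETα overexpression 1 pluripotency gene, Gdf3, had an IDR peak (permutation test, adjusted p = 0.073), and Gdf3 lies in the chromosome 6 segment. The remaining tests of the overexpression lists found 0 genes.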

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

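Leaving out chromosome 6, the stricter threshold for the share near a gene end, and the other settings for comparing replicates with isoforms within a background, were chosen after the data were seen. The cause of each change below was not tested unless stated.

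Differences between backgrounds kept their sign under each alternative run, although peak numbers overlapped between backgrounds in the main setting and without chromosome 6. The overlap difference between backgrounds ranged from 28.3 to 36.1 percentage points across the 8 fits that each left out a library, and the difference in the share near a gene end from 53.9 to 56.4 points. For SETα against SETβ the same fits gave 3.11 to 5.68 points for the share near a gene end and 1.28 to 2.26 for log2 peak numbers. The isoform overlap difference was −2.17 to 1.97 points. Its sign shows neither stability nor reversal, because its mean over arrangements was −5.39 with all 8 libraries and was not available for these fits. For SET KO against SET wild type, log2 peak numbers differed by 0.99 to 1.97. The share near a gene end reversed between isoforms, to −2.96 points when all peaks were counted and to −3.85 points with only peaks of −log10 q of at least 5, where it was −9.88 in SET KO and 2.17 in SET wild type.

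Replicate overlap moved with the definition, in the order SETα addback, SETβ addback, SETα overexpression and SETβ overexpression. It was 42.6%, 44.9%, 25.0% and 32.8% with an overlap of at least 50% of both peaks, 27.7%, 30.4%, 44.6% and 45.6% with all peaks, and 42.1%, 45.3%, 34.8% and 37.9% with ranking by fold. Summits within 250 bp gave 43.1% in SETα addback, 26.8% in SETα overexpression and 36.7% in SETβ overexpression. The strongest 500 peaks gave 74.1% and 84.1% in the addback groups and 41.5% and 41.7% in the overexpression groups, and leaving out chromosome 6 gave 33.9% in SETα overexpression. In SET KO the excess of replicate over isoform overlap rose from 2.83 to 6.66 points with 50% overlap, where replicate and isoform pairs no longer overlapped in range. The excess in SET wild type, 22.2 points, fell to 15.6 with 50% overlap, 16.5 with summits, 15.9 with the strongest 500 and 5.27 without chromosome 6, where removing the segment's peaks is the alternative's own construction.

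Overlap of IDR peaks between backgrounds fell with 50% overlap, to 0.79% for SETα (permutation p = 0.013) and 0.99% for SETβ (permutation p = 0.0049), 1 peak each. Between backgrounds, same-isoform pairs of libraries overlapped less than different-isoform pairs with 50% overlap (0.70% against 0.77%), with all peaks (5.26% against 6.62%), ranked by fold (1.10% against 1.15%) and without chromosome 6 (2.58% against 2.69%). They overlapped more with summits within 250 bp (1.517% against 1.303%) and with the strongest 500 peaks (2.48% against 2.34%), as with the main settings. Isoform-only IDR peaks met the other isoform's library peaks less often under stricter rules. In the order SETα addback, SETβ addback, SETα overexpression and SETβ overexpression, the shares were 49.0%, 90.6%, 34.2% and 72.1% with 50% overlap, 59.4%, 95.8%, 21.1% and 51.2% with a peak in both libraries, and 23.8%, 70.8%, 1.32% and 11.6% with library peaks of −log10 q of at least 5.

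With a 2.5 kb window, housekeeping genes with a peak were again 14.8% for both addback lists, with an adjusted permutation p of 0.058. With peaks found in both replicates they were 51.9% for SETα addback (adjusted permutation p = 0.0036) and 14.8% for SETβ addback (adjusted permutation p = 0.11). Under the same rule, pluripotency genes and developmental regulators in SETα addback were 29.6% and 30.8% (adjusted permutation p = 0.12 and 0.11), and pluripotency genes in SETα overexpression rose to 11.1% (adjusted permutation p = 0.0072). The latter 3 genes, Dppa3, Gdf3 and Nanog, all lie in the chromosome 6 segment. Among named peaks and loci, 7 of 17 counts of libraries were lower at a −log10 q of at least 5, and 3 of these, for Mid1-ps1, Set and Gt(ROSA)26Sor, by over 1.5 times.

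Replicate numbers showed no pairing of the libraries in peak presence. Over 48575 merged regions, replicate differences correlated between −0.049 and 0.054 over 6 pairs of groups. A region listed in neither library of a group adds no difference, which weakens such correlations, so pairing is not excluded. With the replicate number as a block, the 4 paired differences averaged 1.77 (SETα against SETβ) and 1.48 (SET KO against SET wild type) for log2 peak numbers, and 4.39 and 55.1 points for the share near a gene end. Each had an exact sign-flip p of 0.125, the smallest of 16 flips, so no call could change.

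GC content, matching on CpG content and leaving out repeats need a genome sequence and were not run. With 2 replicates per group, the exact permutation tests between libraries could not reach a p under 0.05, and the Wilson intervals cover counting error only.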

Other observations

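The tests of SETα occupancy, read depth, the threshold for peaks near gene ends, the threshold of the IDR lists, the segment's share of SETα-only peaks and the ranks along chromosome 6 were chosen after the results they bear on were seen, as was the count of peaks per bin.

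The SETα overexpression peaks filled chromosome 6 from 118 to 136 Mb with abrupt borders. The segment held 65.8% ± 5.08 (SD, n = 2) of their peaks and 4.00% ± 0.50 (SD, n = 2) in SETβ overexpression. Each of its 18 bins of 1 Mb held at least 46 and 56 peaks in the respective replicates, against 1 and 1 in the bin before it and 0 and 3 in the bin after it. The median fold inside was 2.74 and 2.85, close to 2.78 and 2.78 outside, and the highest fold inside was 5.30 and 6.03 against 15.2 and 15.3 outside. A lenient threshold does not account for it all. Among peaks with a −log10 q of at least 5 the segment still held 5 of 39 peaks, 12.8%, and 32 of 98, 32.7%, against 0 of 27 and 0 of 62 with SETβ. Occupancy of the segment by SETα wherever it is expressed stays open. In SETα addback 2.52% and 3.76% of peaks lay there, far from the share in overexpression. SETβ addback had 3.06% and 1.99%, so the isoforms overlapped. Among peaks with a −log10 q of at least 5 the shares were 4.51% and 6.47% with SETα addback and 2.32% and 2.21% with SETβ. Other lines also had many of their chromosome 6 peaks in the segment, though they did not fill it as SETα overexpression did. It held 49 of 103 and 125 of 264 with SETβ overexpression, and 77 of 197 and 194 of 583 with SETβ addback. With SETα addback it held 558 of 1639 and 590 of 1416. Part of its density may thus not be specific to SETα overexpression. More copies of the segment in the SETα overexpression cells, with a control that lacks them, may explain the borders and the lack of high folds inside. The share near a gene end decided nothing: it was 14.3% in the segment against 10.4% for the same peaks moved by 20 kb, above the equality this explanation predicted, though open chromatin around genes could raise it without binding. Positions also recurred, since 58.5% of the segment's peaks in replicate 1 met a replicate 2 peak where random places in the segment gave 19.9% (permutation test, p = 0.001, the smallest possible with 1000 placements). Extra copies and binding by SETα cannot be told apart without a copy-number measurement.

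Few overexpression peaks lay near gene ends. A lenient threshold is argued against: among peaks with a −log10 q of at least 5, at most 13.3% lay near a gene end in an overexpression library, where the lowest addback library had 72.2%. Regions of the reference that gather reads in every library would place the overexpression peaks in addback lists too. Of 51 SETα overexpression IDR peaks that were also in the SETβ list, 18 met a peak of an addback library, 35.3% (Wilson 95% interval 23.6% to 49.0%), and 5 met peaks in all 4, where random placement of the 51 gave 1.40% (permutation test, p = 0.0001, the smallest possible). The 51 include 16 peaks on X and 7 on Y. A missing peak in an addback list need not be missing signal, so such regions stay open as a source of these peaks. Lower read depth in the overexpression libraries also stays open. They had at least 9.37 reads per unit of fold and the addback libraries at most 5.71, which goes against it, but the measure also grows with a fragment length that was not measured. The measure also assumes that the spacing of fold values stands for 1 read. The overexpression IDR peaks were clustered, with 40.9% and 37.6% lying within 10 kb of another, against 5.66% and 7.22% in addback. A cell line, control library or batch that differs between the backgrounds cannot be told apart from the presence of endogenous SET. Per the labels each group is a cell line of its own with 1 background, so no test of this was possible. A biological reading, in which endogenous SET keeps the tagged protein from gene ends, stays open and untested.

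SETα-only IDR peaks in SET KO may partly reflect the list's threshold. Of these peaks, 76.2% met a SETβ addback peak, although 23.8% met one with a −log10 q of at least 5. They had a median rank of 430 against 199 for shared peaks. That leaves 34 peaks without any peak in the SETβ addback libraries. Those libraries held fewer peaks than the SETα addback libraries, so absence from them need not be missing signal. Of these 34 peaks, 8 lay in the chromosome 6 segment defined from the overexpression libraries, 23.5%, against 10 of 387 shared peaks, 2.58% (Fisher's exact test, p = 1.94e-05). Peaks of a list are not independent replicates, so this p and those that follow carry no error between replicates or cell lines. The excess was not limited to absent peaks, since 13 of the 109 SETα-only peaks that met a SETβ addback peak also lay there. Chromosome 6 as a whole held 38 of all 143 SETα-only peaks, against 32 of 387 shared and 5 of 96 SETβ-only peaks. A threshold alone does not predict this concentration. Shared peaks in the segment also ranked higher in the SETα list. Their rank in the SETβ list minus that in the SETα list, as a percent of list length, exceeded that of other shared peaks by 16.5 points (two-sided permutation test, p = 0.0013). The excess was not confined to the segment. Of the 34 peaks, 6 lay elsewhere on chromosome 6, 17.6% against 5.68% of shared peaks (Fisher's exact test, p = 0.018), and shared peaks there ranked higher in the SETα list by 13.6 points than those of other chromosomes (two-sided permutation test, p = 0.00012). This argues against more copies of the segment alone as the whole cause in the SETα addback cells. Of 18 chromosomes tested, chromosome 6 as a whole had the only shift with an adjusted p under 0.05. It was 14.8 points over 32 shared peaks (permutation test, p = 0.0001, the smallest possible, adjusted p = 0.0018). More copies of chromosome 6 in the SETα addback cells and SETα binding along it would both raise these ranks and cannot be told apart here, within the segment or outside it. Absent peaks on other chromosomes stay unexplained. The segment holds Nanog, Gdf3, Dppa3 and Gapdh, so SETα peaks at these genes share this limit.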
